A study of Zea mays with 48 samples.

How the data were processed

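Transcript abundance was measured by RNA sequencing in leaves and roots of maize plants of the inbred lines B73 and Lo3. B73 is the line from which the maize reference genome was first assembled, and Lo3 is a second inbred line. Plants were grown in clay beads and peat in a greenhouse, per the labels' protocols. The labels give each library a nitrogen code, HN or LN, and an inoculation code, CTRL or RHIZO. HN and LN were read as high and low nitrogen supply, and RHIZO as inoculation with Rhizophagus irregularis, an arbuscular mycorrhizal fungus that lives inside roots. These readings come from the series title. CTRL was read as uninoculated. The 16 groups hold 3 libraries each, 48 in all.

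Per the labels' protocols, poly(A) RNA was selected and stranded paired-end libraries were made. The deposited values are raw counts per gene, 1 library to a file. Per the file headers, each file holds 3 count columns, unstranded, forward and reverse, below tallies of unmapped, multimapping, no-feature and ambiguous reads. This layout is that of the STAR aligner's gene counts. The aligner version, genome build, annotation and read filters are not stated by the labels or headers, so no coordinates are given. Reads that map to more than 1 place appear only in a tally in such tables, so values of genes with near-identical copies are uncertain.

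The reverse column was used as the sense-strand count. The forward column held 1.43% to 2.91% of the counts. Tally lines stayed out of library sizes and tests. Unmapped reads made up 1.90% to 21.8% of a library, multimapping reads 1.81% to 4.03%, reads in no feature 4.90% to 10.3% and ambiguous reads 0.467% to 0.798%. The tables list 45953 maize features and 26183 features whose IDs begin with gene_. The gene_ features were taken as fungal because they were close to absent from leaves and uninoculated roots. Maize and fungal features were analysed separately. Maize counts per library ran from 6720747 to 38787159. Fungal counts ran from 234363 to 3216709 in inoculated roots, from 16 to 807 in uninoculated roots and from 0 to 7 in leaves. Wilson 95% intervals and the floor of 3 counts, which is the upper limit that a count of 0 allows, cover counting error only, since reads amplified by PCR without molecular identifiers are not independent molecules.

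Of the 45953 maize features, 518 matched the supplied RefSeq gene table, all of them organelle or microRNA entries. None of the 43789 features with Zm IDs and none of the gene_ features matched, so features are given by ID, and at most 2 that rose and 2 that fell are named per list. The planned test of a list of nutrient genes needs names and was not run.

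Maize counts were tested with edgeR 4.0.16 in R 4.3.3, separately for 24 root and 24 leaf libraries. Low features were removed with filterByExpr, libraries were scaled by TMM, and a quasi-likelihood model with 1 mean per group and robust dispersion was fitted to all libraries of a tissue, which then share 1 estimate of the spread. The filter left 27485 root and 24305 leaf features. Fungal counts were fitted the same way over the 12 inoculated root libraries, with 8907 features and fungal library sizes. A feature was called at a Benjamini-Hochberg adjusted p under 0.05. Contrasts were RHIZO against CTRL within line and nitrogen level, LN against HN within line and inoculation, the difference of inoculation effects between nitrogen levels or between lines, and Lo3 against B73 averaged over the 4 conditions.

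Gene sets were tested with fry on voom weights (limma 3.58.1). The nitrogen-response sets of a line were the features called between LN and HN in uninoculated plants of the other line with an absolute log2 change of at least 1, so that no library used to choose a set was used to test it. Medians are also given with features at or under the floor in every library of 1 group set to their bound, and features at the floor in both groups left out. The fungal share is the percentage of gene counts on fungal features. Its log2 values were compared by exact two-sided permutation tests within strata of the other factors, and the 3 tests were adjusted together.

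The rules for named features, the contrasts, the tests and the alternatives below, except those said to be added, were fixed before the data were examined. For inoculation and for nitrogen, they are the features called in the same direction in all 4 contrasts of a tissue with a mean log2 CPM of at least 3, ranked by their smallest absolute change. For line and difference contrasts they are those with the smallest adjusted p at that same minimum, and for fungal contrasts the called ones with the smallest adjusted p. Not all features that the rules give are printed. Standard errors of log2 changes were computed as the absolute change over the square root of the quasi-likelihood F statistic. CPM values of named features are TMM-scaled, and the summed CPM of features near 0 in uninoculated roots are relative to total maize counts without that scaling.

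The alternatives were RLE size factors, DESeq2 1.42.0, no filter on low counts, a fit to only the libraries of the contrasted groups, unstranded counts, a replicate block, other set definitions, the linear share, and leaving out each library in turn. Thinning all libraries to the smallest, and the RLE and block fits of the set differences, were added after the data had been seen.

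Replicate numbers pair the libraries by the labels: number 1, 2 or 3 marks planting on 18, 19 or 20 June in every group. In the counts, the deviations of same-numbered libraries from their group means had a mean correlation of -0.0073 in roots and 0.0087 in leaves, and 21 of 84 such pairs exceeded 0.1 in each tissue. The fit without the block was the one chosen beforehand.

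Within each line the 4 combinations of nitrogen and inoculation had different intervals from planting to harvest, so plant age varied with both factors. The gap was smallest for inoculation in B73 at HN. For the other inoculation contrasts and for nitrogen, plant age cannot be separated from the factor. B73 plants at HN were harvested at 83 days (CTRL) and 82 days (RHIZO), and at LN at 106 and 97 days. Lo3 plants at HN were harvested at 76 and 69 days, and at LN at 97 and 78 days. In each of the 4 combinations Lo3 plants were thus younger than B73 plants, so age cannot be separated from line either. Lo3 HN CTRL leaf replicate 2 carries a B73 genotype label and an age of 83 days. It was grouped as Lo3, following its title.

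On simulated root counts with 200 of 26814 features changed by 2 on the log2 scale, edgeR recovered 70.5% with 3.4% false calls and DESeq2 recovered 81% with 15.2% false calls. On simulated leaf counts over 23525 features edgeR recovered 97%. The difference contrast recovered 41% in roots and 90% in leaves. On simulated fungal counts over 8594 features edgeR recovered 60.2% with 7.8% false calls. Pairs of replicate libraries differed by more than sampling noise, with a chi-square per degree of freedom of at least 20.5 in roots and 5.19 in leaves, so no library was treated as a duplicate.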

Results

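The series title asks how maize responds to an arbuscular mycorrhizal fungus under nitrogen deficiency, and its design text names fungal gene expression in roots and a comparison of genotypes. RNA was counted in leaves and roots of the inbred maize lines B73 and Lo3 at high (HN) or low (LN) nitrogen, with (RHIZO) or without (CTRL) Rhizophagus irregularis. Each of the 16 groups had 3 libraries. Counts on maize features had a median of 28247500 per library and ran from 6720747, in an uninoculated B73 root library at HN, to 38787159. Within groups, log2 CPM profiles correlated at 0.895 to 0.984 in roots and at 0.966 to 0.991 in leaves. The biological coefficient of variation was 0.362 in roots and 0.163 in leaves.

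Lines separated on the first principal component, which carried 42.5% of the variance in roots and 70.2% in leaves. The second component carried 14.3% and 13.7% and within each line and tissue its highest scores were those of the 3 uninoculated libraries at LN. Lo3 HN RHIZO root replicate 1 had a score of -50.8 on it, apart from -96.2 and -99.0 for the other replicates of its group.

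**Figure D1:**
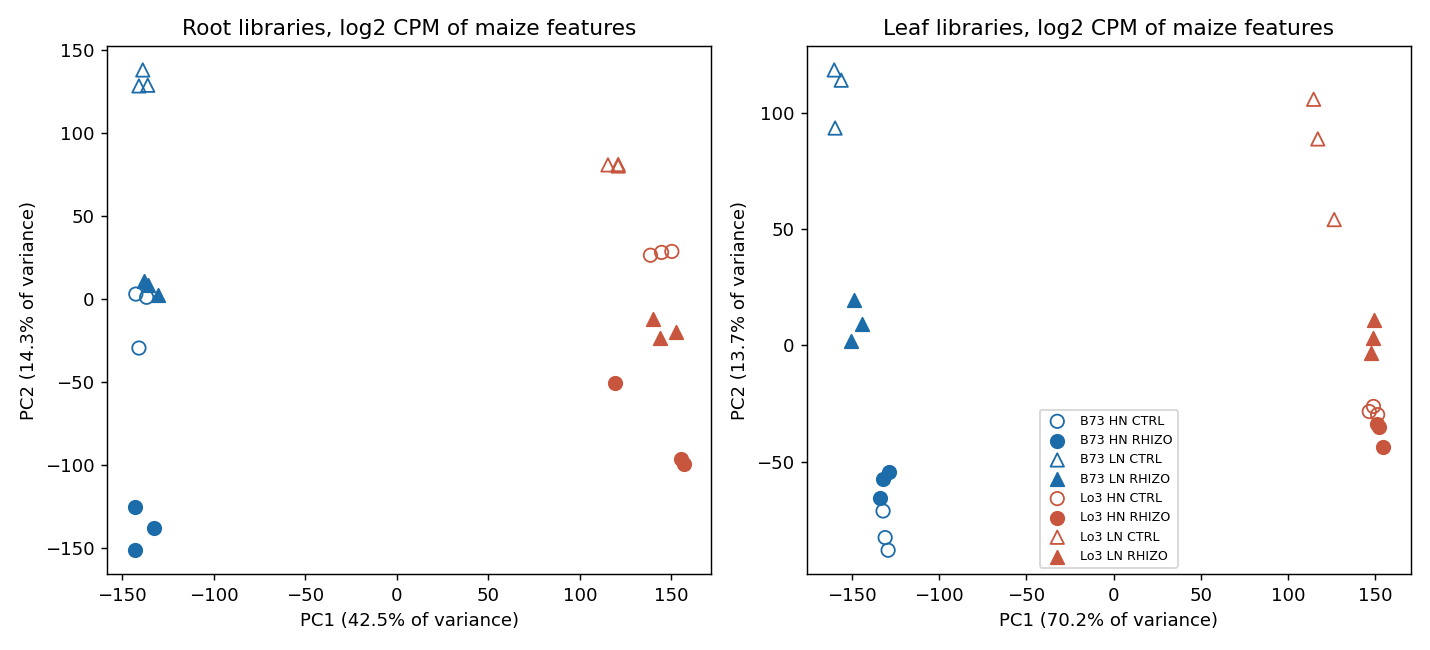
Each point is 1 library, placed by its scores on the first 2 principal components of log2 CPM in roots (left) and leaves (right), with colour for line, shape for nitrogen and filled symbols for inoculation. B73 and Lo3 lie at opposite ends of the first component, which carries 42.5% of the variance in roots and 70.2% in leaves.

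The fungal share of root counts answers how much fungal RNA each root library held. It was 6.96% ± 2.11 (SD, n = 3) in inoculated B73 roots at HN and 3.15% ± 1.93 (SD, n = 3) at LN. In inoculated Lo3 roots it was 13.0% ± 4.08 (SD, n = 3) at HN and 1.65% ± 0.744 (SD, n = 3) at LN. Uninoculated roots held 16 to 807 fungal counts per library, at most 0.00298% of the counts, and leaves held 0 to 7. Inoculated roots exceeded uninoculated ones by 13.64 on the log2 scale (exact two-sided permutation test, p = 1.25e-05, the smallest the 160000 permutations can give, adjusted p = 3.75e-05). The gene_ features were taken as fungal from their near absence in uninoculated roots. This test therefore repeats that criterion and is no separate evidence that they are fungal. Among inoculated roots, LN was lower than HN by a log2 difference of -2.19 (exact permutation test, p = 0.01, adjusted p = 0.015). Leaving out 1 replicate number at a time gave -2.59 to -1.73. Averaged over nitrogen levels, Lo3 and B73 did not differ detectably (log2 difference 0.07, exact permutation test, p = 0.89). That average joins opposite directions, so it leaves line differences within a nitrogen level open. At HN, Lo3 shares of 9.65% to 17.6% lay above all B73 shares (4.77% to 8.99%). At LN the Lo3 mean was below the B73 mean, and shares overlapped (1.04% to 2.48% in Lo3 and 1.09% to 4.92% in B73). The LN-HN difference was -1.35 in B73 (exact permutation p 0.2), where shares of 4.77% to 8.99% at HN overlapped those of 1.09% to 4.92% at LN. In Lo3 it was -3.03 (exact permutation p 0.1), without overlap. Within a line 0.1 is the smallest p that 3 against 3 libraries can give. The difference between the lines was -1.68 with an exact permutation p of 0.055, not past 0.05.

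**Figure D2:**
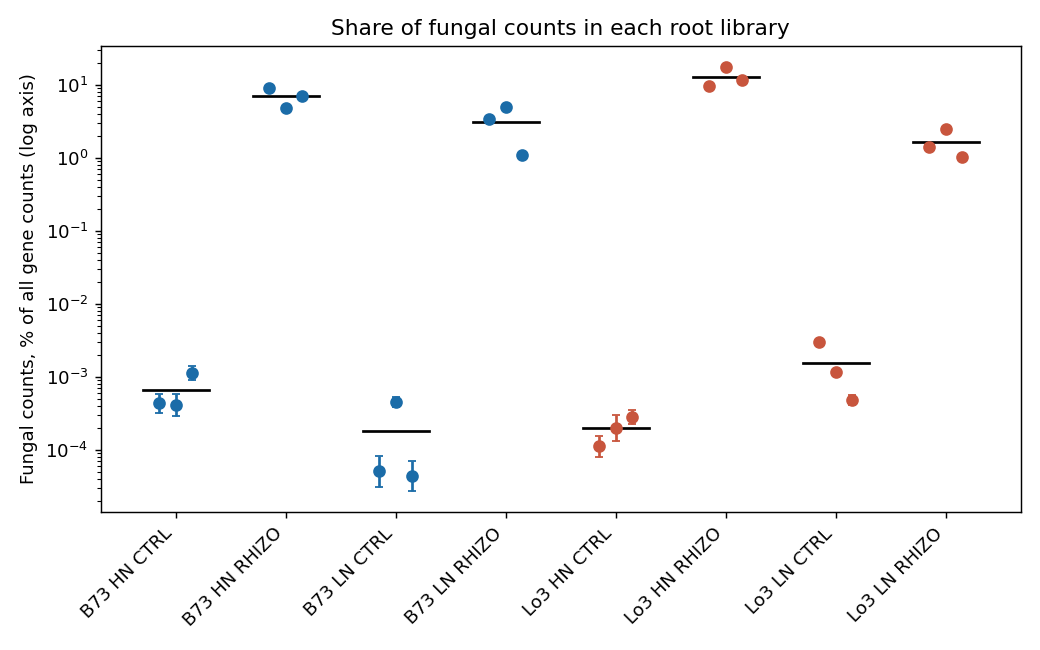
Each point is the percentage of gene counts on fungal features in 1 root library on a log axis, with its Wilson 95% interval, and each bar is the mean of 3 libraries. Inoculated libraries lie between 1.04% and 17.6%, and uninoculated libraries at or below 0.00298%.

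Fungal features were compared over the inoculated roots, with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment as for all calls here. Between LN and HN, 2032 of 8907 fungal features were called in B73 (962 higher and 1070 lower in LN) and 2388 in Lo3 (1145 higher and 1243 lower). Thinning all libraries to the smallest gave 1174 and 1536. The B73 count was 1304 without B73 LN RHIZO root replicate 1 and 1313 without B73 HN RHIZO root replicate 2, and the Lo3 count was 1532 without Lo3 LN RHIZO root replicate 2. Of the 1009 features called in both lines, 926 had the same direction, against 273 expected if the calls were independent. Between Lo3 and B73, 461 features were called at HN (119 higher and 342 lower in Lo3) and 348 at LN (134 higher and 214 lower). The count at LN fell to 90 without Lo3 LN RHIZO root replicate 1. The excess of lower calls at LN reversed in that fit (48 higher and 42 lower) and without replicate 3 of that group (58 and 42). It stayed without replicate 2 (59 and 68) and without B73 LN RHIZO root replicate 1 (39 and 75) or 2 (48 and 58). Inoculated Lo3 plants were also younger than B73 plants, at 69 against 82 days at HN and 78 against 97 days at LN. Age was therefore not separated from line in these comparisons. gene_14368 was lower at LN in both lines. In B73 it had 352 ± 108 CPM of fungal counts at HN (SD, n = 3) and at most 2 counts per library at LN, at least 92.98-fold lower with an adjusted p of 2.21e-08 from edgeR. In Lo3 it was at least 26.17-fold lower (edgeR adjusted p 1.05e-06). gene_802 was higher at LN in Lo3, with 157 ± 39.9 CPM against 0 counts at HN, at least 115-fold higher (n = 3, edgeR adjusted p 3.58e-06).

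Inoculation contrasts answer which maize features differ between inoculated and uninoculated plants. In roots, 5288 of 27485 features were called in B73 at HN (3037 higher and 2251 lower in RHIZO) and 5820 at LN (3702 higher and 2118 lower). In Lo3 roots, 3136 were called at HN (1829 higher and 1307 lower) and 10070 at LN (5122 higher and 4948 lower). Of these 4 counts, the one for Lo3 at HN moved most, to 728 when only the contrasted libraries were fitted. The split was then 554 higher and 174 lower, a larger share of higher calls (76.1% against 58.3%). The same count ranged from 1768, without Lo3 HN CTRL root replicate 1, to 5004, without Lo3 HN RHIZO root replicate 1. The median absolute log2 change of called root features ranged from 1.41 to 1.58.

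Across lines at HN, 1436 of the 1492 root features called in both had the same direction. At LN, 1275 of 2781 did, and more, 1506, had opposite directions. If the calls were independent over all tested features, 1071.2 with the same direction would be expected. In all 4 root contrasts, 269 features were higher and 43 lower.

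Zm00001d045713 had 0 counts in every uninoculated root library. In inoculated roots it had 70.2 ± 16.0 CPM in B73 at HN, 74.6 ± 76.8 in B73 at LN, 58.1 ± 15.1 in Lo3 at HN and 106 ± 58.1 in Lo3 at LN (SD, n = 3 each, edgeR adjusted p from 5.07e-05 to 5.39e-04). Against the floor this is at least 194.6-fold higher in B73 at HN. Zm00001d004355 was also without a count in uninoculated roots and reached 107 ± 34.6 CPM in B73 at HN (SD, n = 3, edgeR adjusted p 6.14e-04), at least 297-fold higher. Zm00001d019450 fell in all 4 contrasts, from 81.7 ± 14.3 to 7.20 ± 5.91 CPM in Lo3 at HN (SD, n = 3), a log2 change of -3.51 (SE 0.47, edgeR adjusted p 4.84e-05). Zm00001d036139 fell from 33.1 ± 4.12 to 7.29 ± 2.47 CPM in B73 at LN (SD, n = 3, log2 change -2.18, SE 0.46, edgeR adjusted p 1.56e-03). Its call in B73 at HN (-1.94, edgeR adjusted p 1.18e-02) was lost with only the contrasted libraries (adjusted p 0.151). Without B73 HN CTRL root replicate 2 the log2 change was -0.67, with an edgeR adjusted p of 0.32.

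In leaves, 2615 of 24305 features were called for inoculation in B73 at HN (1442 higher and 1173 lower) and 8733 at LN (4188 higher and 4545 lower). In Lo3, 1604 were called at HN (710 higher and 894 lower) and 9639 at LN (4951 higher and 4688 lower). Median absolute log2 changes of called leaf features lay between 0.659 and 0.776. The Lo3 count at HN was 622 without Lo3 HN RHIZO leaf replicate 2, and the B73 count at HN was 1322 without B73 HN RHIZO leaf replicate 2. At LN, 4022 of the 4503 leaf features called in both lines had the same direction. At HN, 110 of 366 did. Of the leaf features called at both nitrogen levels, 310 of 1313 had the same direction in B73 (467.8 expected if the calls were independent) and 592 of 850 in Lo3 (317.1 expected). In all 4 leaf contrasts, 4 features were higher and 1 was lower. The number expected from independent calls over the 4 contrasts was not computed, so this small count does not show a shared leaf response. Among these features, Zm00001d015569 had 1049 ± 151 CPM in inoculated and 212 ± 29.1 CPM in uninoculated Lo3 leaves at LN (SD, n = 3, log2 change 2.31, SE 0.14, edgeR adjusted p 2.98e-10). Zm00001d043505 rose by 2.93 on the log2 scale in the same contrast (SE 0.27, edgeR adjusted p 1.02e-07), and its edgeR adjusted p in B73 at HN was 0.0531 without B73 HN CTRL leaf replicate 2 and 0.0517 without replicate 3. Zm00001d053897 was lower in all 4, with its smallest change in Lo3 at LN (-0.31, SE 0.12, edgeR adjusted p 0.0425). That call was lost under no filter (0.0643), under thinning (0.18), with only the contrasted libraries (0.202), and without Lo3 LN CTRL leaf replicate 1 (0.1) or 3 (0.134) or Lo3 LN RHIZO leaf replicate 2 (0.153) or 3 (0.196). At HN its calls were lost in B73 without B73 HN CTRL leaf replicate 2 (0.0572), and in Lo3 under thinning (0.108) and without Lo3 HN RHIZO leaf replicate 1 (0.0703) or 2 (0.0517).

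**Figure D3:**
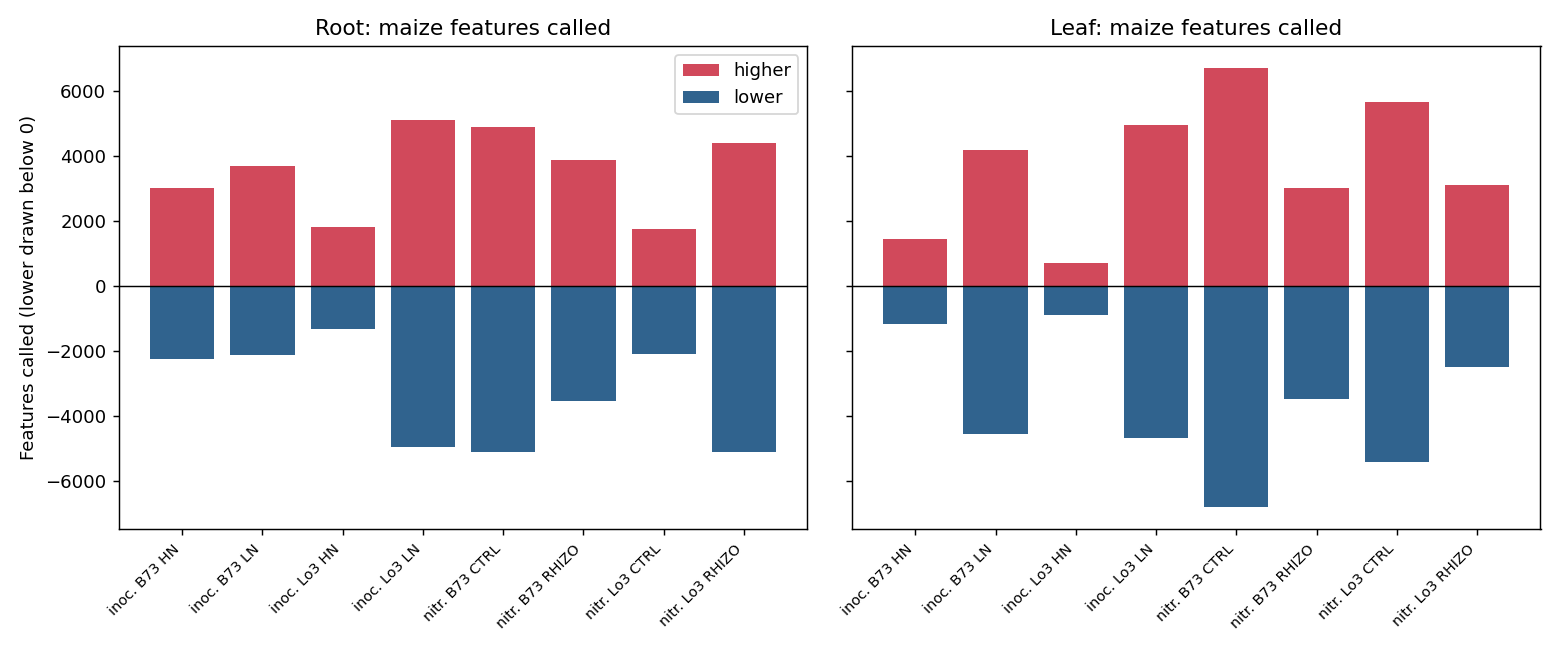
Bars give the number of maize features called higher (above 0) or lower (below 0) in roots (left) and leaves (right), for inoculation (RHIZO against CTRL) and nitrogen (LN against HN) contrasts. Leaf inoculation calls number 8733 and 9639 at LN and 2615 and 1604 at HN in B73 and Lo3.

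Nitrogen contrasts compare LN with HN. In roots, 10028 features were called in uninoculated B73 (4905 higher and 5123 lower in LN), 7430 in inoculated B73, 3881 in uninoculated Lo3 (1777 higher and 2104 lower) and 9542 in inoculated Lo3. In leaves, 13537 were called in uninoculated B73, 6490 in inoculated B73, 11115 in uninoculated Lo3 and 5629 in inoculated Lo3. With only the contrasted libraries fitted, inoculated Lo3 leaves gave 3181 calls, inoculated Lo3 roots 5788 and uninoculated Lo3 roots 6008. The count in uninoculated Lo3 roots was 2150 without Lo3 LN CTRL root replicate 3, 2155 without replicate 1 of that group and 2239 without Lo3 HN CTRL root replicate 1. Plants at LN were also older at harvest than plants at HN of the same line and inoculation. In all 4 nitrogen contrasts, 369 root features were higher and 297 lower in LN, and 426 leaf features were higher and 519 lower.

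In roots, Zm00001d011679 had 192.5 ± 37.1 CPM at LN and 0.229 ± 0.298 at HN in uninoculated B73 (SD, n = 3, log2 change 9.48, SE 1.23, edgeR adjusted p 9.29e-06). Zm00001d044504 had 58.2 ± 24.1 CPM at LN and no counts at HN in inoculated Lo3 roots (SD, n = 3, at least 294.5-fold higher, edgeR adjusted p 9.13e-08). Zm00001d042935 fell from 669 ± 66.5 to 7.63 ± 11.2 CPM in uninoculated Lo3 roots (SD, n = 3, log2 change -6.45, SE 1.05, edgeR adjusted p 5.17e-04). In leaves, Zm00001d039301 fell from 832.5 ± 196.5 to 2.55 ± 1.73 CPM in inoculated Lo3 (SD, n = 3, log2 change -8.32, SE 0.69, edgeR adjusted p 2.50e-07). Zm00001d038346 rose from 3.31 ± 1.29 to 33.8 ± 4.77 CPM in uninoculated B73 leaves (SD, n = 3, log2 change 3.43, SE 0.30, edgeR adjusted p 5.00e-09).

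Differences between inoculation effects were tested directly. Between nitrogen levels, the inoculation effect differed for 4552 root features in B73 and 3178 in Lo3, and for 7411 leaf features in B73 and 5093 in Lo3. Zm00001d007073 had the smallest adjusted p in Lo3 leaves, with a log2 difference of 4.62 (SE 0.19, edgeR adjusted p 5.86e-13). Between lines, it differed for 848 root features at HN and 8381 at LN, and for 2753 leaf features at HN and 4398 at LN. DESeq2 moved the count between lines in roots at HN most upward, to 1817, and the fit to only the contrasted libraries moved it to 270.

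The series title names mitigation of nitrogen deficiency, so the features that responded to nitrogen in uninoculated plants of the other line were followed under inoculation at LN. In B73 leaves, the 2323 features higher in LN in Lo3 had a median log2 change under inoculation of -0.84 (fry, adjusted p 8.68e-06; -0.86 with floor features at their bound). The 2169 features lower in LN had a median of 0.59 (fry, adjusted p 3.58e-07; 0.57 with bounds). In Lo3 leaves, the 3520 features higher in LN in B73 had a median of -0.61 (fry, adjusted p 2.32e-04; -0.63 with bounds) and the 3096 lower ones 0.65 (fry, adjusted p 2.42e-08; 0.67 with bounds). At HN the medians of these sets under inoculation lay between -0.16 and 0.17. The median nitrogen effect on the higher set was 1.52 in uninoculated and 0.42 in inoculated B73 leaves (1.53 and 0.43 with bounds), and 0.87 and 0.29 in Lo3 leaves (0.89 and 0.30 with bounds). On the lower set it was -1.20 and -0.52 in B73 leaves (-1.19 and -0.47 with bounds), and -0.77 and -0.25 in Lo3 leaves (-0.79 and -0.19 with bounds). Harvest ages at HN and LN also lay closer together in inoculated plants. In B73 they were 83 and 106 days without and 82 and 97 days with inoculation. In Lo3 they were 76 and 97 days without, setting aside a label of 83 days, and 69 and 78 days with inoculation. The smaller nitrogen effect was therefore not separated from age. The alternative that moved the leaf medians most was to take sets with no minimum change, which gave -0.36 for the B73 higher set (adjusted p over its alternatives 4.59e-08 to 1.77e-05).

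**Figure D4:**
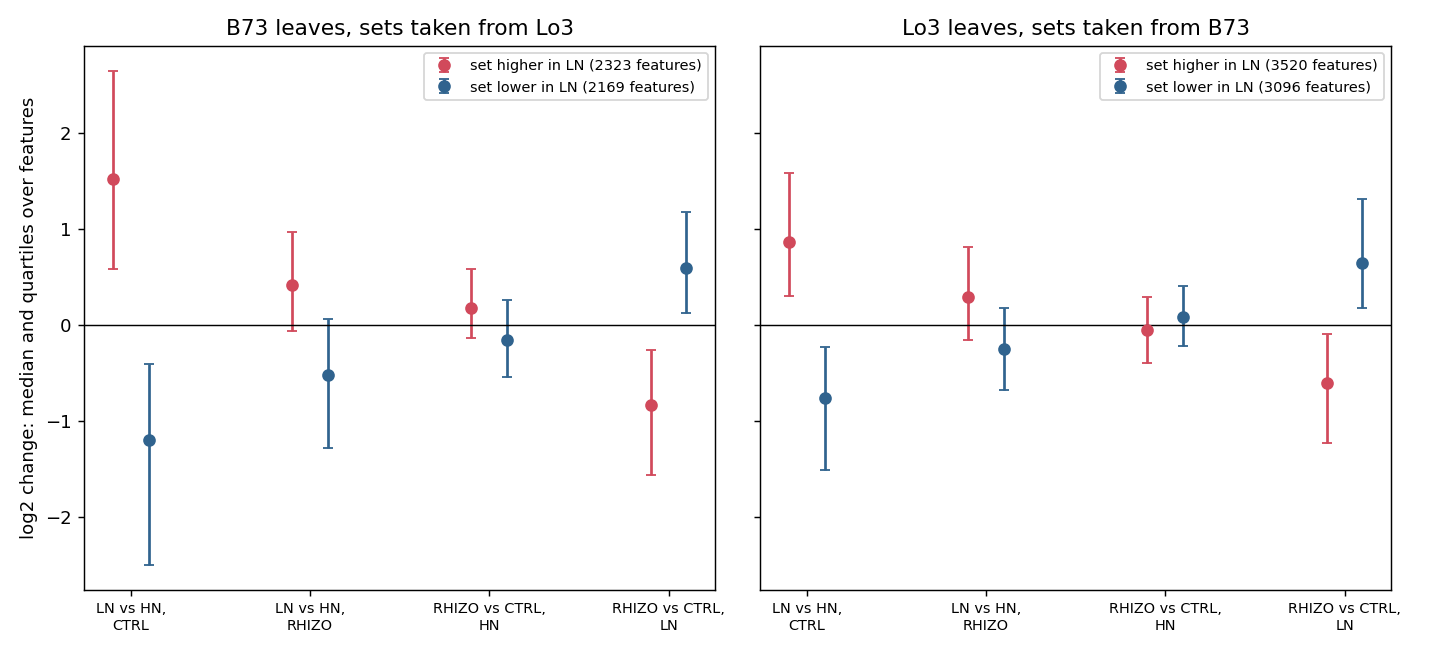
Points are median log2 changes, with bars from the lower to the upper quartile over features, for sets of features taken from uninoculated leaves of the other line, in B73 leaves (left) and Lo3 leaves (right). Under inoculation at LN the sets higher in LN have medians of -0.84 and -0.61 and the sets lower in LN 0.59 and 0.65.

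In roots the corresponding medians were smaller. In B73 the higher set had a median of 0.11 (fry, adjusted p 0.00903; 0.11 with bounds) and the lower set 0.30 (fry, adjusted p 0.00399; 0.32 with bounds). In Lo3 the higher set had 0.18 (fry, adjusted p 0.0413; 0.18 with bounds) and the lower set -0.24 (fry, adjusted p 0.139, not past 0.05; -0.25 with bounds). All 4 of these root medians changed direction or call under an alternative or without 1 library. With features called in both lines, the B73 higher set had a median of -0.19, the Lo3 higher set one of 0.10 and an adjusted p of 0.503, and the Lo3 lower set one of 0.22. The Lo3 higher set was also not past 0.05 without Lo3 LN CTRL root replicate 2 (0.09, adjusted p 0.376). The B73 higher set had a median of -0.04 without B73 LN CTRL root replicate 3, and the lower set had an adjusted p of 0.0702 without B73 LN CTRL root replicate 2.

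Lines were compared over the 4 conditions. In roots 16821 features differed (8823 higher and 7998 lower in Lo3), and in leaves 19671. Sequence differences between the lines, which change how reads align, were not separated from expression. Lo3 plants were also younger at harvest than B73 plants in each condition, so age was not separated from line. In roots Zm00001d035710 had 136 ± 51.5 CPM in Lo3 and 0.239 ± 0.122 in B73 (SD, 12 libraries each, log2 difference 9.15, SE 0.15, edgeR adjusted p 6.42e-20). In leaves Zm00001d045885 had 4.33 ± 0.878 CPM in Lo3 and 429 ± 61.9 in B73 (SD, 12 libraries each, log2 difference -6.64, SE 0.09, edgeR adjusted p 7.54e-24).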

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

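The depth tests, the label tests and the harvest-age tests, except those of the Lo3 leaf sets, were chosen after the results had been seen. Each result here is a difference between the inoculation effects of 2 groups that was itself tested. The redraws exchanged inoculation labels within each nitrogen level or line, so some of them mix inoculated and uninoculated libraries unequally and can produce large differences of their own.

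The inoculation effect differed between nitrogen levels for 4552 root features in B73, and 1 of 100 redraws, the real labels, gave as many. With all libraries thinned to the smallest, 4114 were called. In Lo3 roots it differed for 3178 features, 2644 after thinning, and 6 of 100 redraws gave as many, so a chance split of these libraries is not ruled out at 0.05. That count was 1889 without Lo3 LN CTRL root replicate 2, the library with the highest unmapped share (21.8%). In leaves it differed for 7411 features in B73 (6546 after thinning, 1 of 100 redraws) and 5093 in Lo3 (4127 after thinning, 1 of 100).

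Between lines, the inoculation effect differed for 848 root features at HN, 716 after thinning, and 11 of 100 redraws gave as many. Without Lo3 HN CTRL root replicate 1 the count was 475, and without Lo3 HN RHIZO root replicate 1 it was 1298. At LN 8381 root features differed (7365 after thinning, 1 of 100 redraws). In leaves 2753 differed at HN (2366 after thinning, 1 of 100) and 4398 at LN (3442 after thinning, 3 of 100). These values argue against unequal depth as the whole cause of any of the 8 differences.

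A wrong line label is argued against, since no library detected more than 0.262% of the genes expressed only in the other line, while each detected at least 92.9% of those of its own. A wrong inoculation label in roots is argued against, since the lowest fungal share among inoculated roots was 1.04% and the highest among uninoculated roots 0.00298%. Wrong nitrogen labels were not tested. Harvest age differed between the 4 combinations of nitrogen and inoculation within each line. For the root response in B73 at HN, where groups were 1 day apart, 5288 features were called, and inoculated Lo3 roots at LN differed from uninoculated ones at HN, 2 days apart, in 12197. Both counts argue against age alone for those contrasts. The Lo3 contrast changes nitrogen and inoculation together, so it does not separate age from inoculation in Lo3 roots at LN. Harvest interval otherwise stays open for the differences above, as do biological effects of nitrogen, fungus and line, which the design confounds with it.

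Among 12 tests of gene sets (fry, adjusted together), 8 differed between nitrogen levels. For features higher in LN in the other line, the median difference of the inoculation effect, LN minus HN, was -1.06 in B73 leaves (adjusted p 0.000647; 1 of 100 redraws as large) and -0.53 in Lo3 leaves (adjusted p 0.0274; 13 of 100, so a chance split is not ruled out). For features lower in LN it was 0.76 in B73 leaves (adjusted p 3.68e-06; 1 of 100) and 0.58 in Lo3 leaves (adjusted p 3.68e-06; 11 of 100). In roots of B73 the lower set gave 0.59 (adjusted p 0.00717; 2 of 100). The other nitrogen sets in roots were not past the threshold, and 38 of 100 (B73, higher), 8 of 100 (Lo3, higher) and 66 of 100 (Lo3, lower) redraws were as large.

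A candidate explanation of the leaf medians is plant age, since inoculated plants at LN were 9 (B73) or 19 (Lo3) days younger than uninoculated ones. If age acted in proportion to days, the sets would also move at HN, where inoculated plants were 1 or 7 days younger. The 7 days for Lo3 set aside the age of 83 days on the label of Lo3 HN CTRL leaf replicate 2, and use the 76 days of the other replicates. The lower sets moved less than that or the other way, by a median of -0.2222 in B73 and -0.1813 in Lo3 (fry, p 0.00464 and 0.00735, adjusted over 4 tests 0.0147 for both). For the higher sets the differences were 0.2762 and 0.1715 (p 0.127 and 0.435), so age in proportion to days cannot be told apart from inoculation there. An effect of age that is not proportional to days, or a harvest-day effect, was not tested. Inoculation easing the nitrogen response stays a hypothesis for the leaves.

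Root features raised by inoculation at both nitrogen levels in the other line rose less at LN than at HN, by a median of -0.79 in B73 (adjusted p 0.00699) and -0.95 in Lo3 (adjusted p 0.0287). A maize response that follows the fungal share would give such values, because the share is also lower at LN, and both values are consistent with it. Yet 47 and 39 of 100 redraws gave medians as large, since these features differ by inoculation in any redraw that mixes labels. The features lowered by inoculation gave 0.96 in B73 (adjusted p 0.000131; 2 of 100 redraws) and -0.21 in Lo3 (adjusted p 0.445; 85 of 100). The B73 value goes with the lower share at LN as well, since the median inoculation effect on this set was 0.09 at LN and -0.85 at HN. The Lo3 value has the opposite direction and was not past the threshold. The relation to fungal share was not separated from nitrogen supply or age.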

How the results depend on the processing

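Of the 30 counts of calls, 14 moved by more than 1.5 times under some alternative or with some library left out. RLE size factors, unstranded counts and the replicate block kept all 30 within 1.5 times. The replicate block changed no call of a set test and moved no count by more than 1.5 times. Its largest relative move was to 257 fungal features between lines at LN, and for inoculation in B73 roots at HN it gave 5099. Thinning was chosen after the data had been seen.

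Fitting only the contrasted libraries, which estimates the spread from fewer samples, gave for inoculation 3374 calls in B73 roots at HN, 728 in Lo3 roots at HN, 3940 in B73 leaves at HN and 5340 in Lo3 leaves at LN. For nitrogen it gave 6008 in uninoculated Lo3 roots, 5788 in inoculated Lo3 roots and 3181 in inoculated Lo3 leaves. It gave 270 for the difference between lines in roots at HN, and 256 (HN) and 822 (LN) fungal features between lines. DESeq2 gave 4831 for the difference between nitrogen levels in Lo3 roots, 1817 for the difference between lines in roots at HN, and 701 (HN) and 610 (LN) fungal features between lines. Without the filter the fungal counts between lines were 767 and 669. Thinned fungal libraries gave 1174 (nitrogen, B73), 1536 (nitrogen, Lo3) and 231 (line, HN), which follows from fewer counts. The cause of the other moves was not tested.

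Leaving out 1 library at a time moved 10 counts by more than 1.5 times. The ranges were 1768 to 5004 (inoculation, Lo3 roots, HN), 1322 to 2107 (B73 leaves, HN) and 622 to 1318 (Lo3 leaves, HN), 2150 to 2922 (nitrogen, uninoculated Lo3 roots), 1889 to 4555 (nitrogen levels, Lo3 roots) and 475 to 1298 (lines, roots, HN). For fungal features they were 1304 to 1589 (nitrogen, B73), 1532 to 2491 (nitrogen, Lo3), 257 to 597 (line, HN) and 90 to 268 (line, LN). The extremes came without Lo3 HN CTRL root replicate 1 (1768, 475) or Lo3 HN RHIZO root replicate 1 (5004, 1298), B73 HN RHIZO leaf replicate 2 (1322), Lo3 HN RHIZO leaf replicate 2 (622), Lo3 LN CTRL root replicate 3 (2150) or replicate 2 (1889), B73 LN RHIZO root replicate 1 (1304), Lo3 LN RHIZO root replicate 2 (1532), B73 HN RHIZO root replicate 2 (257) and Lo3 LN RHIZO root replicate 1 (90). Other libraries also moved a count by more than 1.5 times. Without Lo3 HN RHIZO root replicate 3 inoculation in Lo3 roots at HN gave 1848. Without Lo3 HN CTRL root replicate 1 nitrogen in uninoculated Lo3 roots gave 2239 and the difference between nitrogen levels in Lo3 roots 2030, and without Lo3 LN CTRL root replicate 1 the former gave 2155. The difference between lines in roots at HN was 561 and 559 without B73 HN RHIZO root replicates 1 and 3. Inoculation in B73 leaves at HN gave 1401 without B73 HN CTRL leaf replicate 2 and 1549 without B73 HN RHIZO leaf replicate 3. In Lo3 leaves at HN it gave 728 without Lo3 HN CTRL leaf replicate 3, and 861 and 898 without Lo3 HN RHIZO leaf replicates 1 and 3. For fungal features, nitrogen in B73 gave 1313 without B73 HN RHIZO root replicate 2, and line at HN 263 without replicate 3 of that group. Line at LN gave 114 and 106 without B73 LN RHIZO root replicates 1 and 2, and 127 and 100 without Lo3 LN RHIZO root replicates 2 and 3. Fewer samples lower the power of such fits.

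The 4 leaf set medians kept direction and threshold under every alternative run. In roots, the B73 higher set had a median of -0.0048 with no minimum change, -0.19 with features called in both lines, and -0.036 to 0.085 over the 6 fits that each left out 1 library, with -0.036 without B73 LN CTRL root replicate 3 and 0.023 without replicate 2. Its adjusted p ranged from 0.00426 to 0.203 over the alternatives. The Lo3 lower set had 0.22 with features called in both lines. The Lo3 higher set had 0.10 there, no longer past the threshold, and 0.086 to 0.24 over the fits without 1 library. It was not past the threshold without Lo3 LN CTRL root replicate 1 or 2 (adjusted p 0.113, 0.376) or Lo3 LN RHIZO root replicate 1 or 2 (0.139, 0.129). The B73 lower set had 0.85 with features called in both lines and 0.23 with no minimum change (adjusted p 1.45e-05 to 0.0219 over its alternatives). Without 1 library it ranged from 0.17, without B73 LN CTRL root replicate 2 (adjusted p 0.0702), to 0.30. Features called in both lines were chosen partly on the uninoculated LN libraries that they are then tested on, which by itself moves the medians against the nitrogen effect. The 3 fungal share results kept their direction and side of the threshold on the linear scale and with unstranded counts. Without 1 replicate number, the Lo3-B73 difference, not past the threshold, ranged from -0.12 to 0.39.

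Among named features, 18 recomputed values lost the threshold, in 6 results, and 1409 kept direction and threshold. The alternatives of the nutrient list were not run. Depth limits the fungal results, since the smallest fungal library held 232375 counts on tested features.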

Other observations

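The tests here, except the redraws for maize counts, were chosen after the results had been seen. For contrasts of 3 against 3 libraries only 10 splits exist, so no share under 0.1 is possible, and 1 of 10, the real split, gave as many calls for all 8 inoculation, all 8 nitrogen and all 4 fungal contrasts. The largest count from another split was 1552, for inoculation in Lo3 roots at HN, and 631 or fewer elsewhere. Among the 4 splits that part all 3 same-numbered pairs, as the real one does, the other 3 gave at most 36. For the line contrasts, 1 of 100 redraws gave as many calls in each tissue, with at most 787 in another. For the set medians at LN, 1 of 10 splits was as large for all 4 leaf sets and both lower root sets, against 4 of 10 for the B73 higher root set and 2 of 10 for the Lo3 higher root set. Of the 4 splits that part 3 pairs, 2 were as large for each of those higher sets.

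Lo3 HN CTRL leaf replicate 2 carries a genotype label that names B73. It detected 97.7% of 384 genes expressed only in the other Lo3 leaf libraries and 0% of 290 expressed only in B73 leaves, which argues against a B73 origin.

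Unmapped reads made up 13.4% ± 1.94 (SD, n = 3) in uninoculated B73 roots at HN and 2.19% ± 0.251 at LN. In uninoculated Lo3 roots they made up 12.7% ± 1.59 at HN and 13.1% ± 7.98 at LN, where replicates ranged from 6.25% to 21.8%. In inoculated roots they made up 4.15% ± 2.02 at HN and 2.12% ± 0.261 at LN in B73. In inoculated Lo3 roots the values were 9.79% ± 2.32 at HN and 4.62% ± 0.500 at LN (SD, n = 3 each). What these reads are was not tested.

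A set of 124 maize features had at most 3 counts in every uninoculated root library and a mean of at least 1 CPM in inoculated ones. Together they held 4337.4 ± 3029.6 CPM (relative to total maize counts, without TMM scaling) in B73 at HN and 1776.2 ± 1123.3 at LN, and 3664.4 ± 2726.3 and 644.5 ± 312.7 in Lo3 (SD, n = 3). Fungal reads counted on maize features are a possible explanation. If such reads were a fixed part of all fungal counts, the ratio of the set to fungal counts would be the same at both nitrogen levels. That part need not be fixed, since 2032 fungal features in B73 and 2388 in Lo3 were called between nitrogen levels. The mean ratio differed between nitrogen levels by 0.461 on the log2 scale (exact two-sided permutation test, p = 0.395). In 12 libraries this cannot be told apart from no difference, so the test leaves the explanation open. Other values go against a constant ratio, which the explanation does not require. The log2 ratio ranged from -6.36 to -3.29 over the 12 libraries, and from -6.36 to -3.98 within Lo3 at HN. In Lo3 the mean fungal share was 13.0% at HN and 1.65% at LN. Zm00001d045713 and Zm00001d004355, which meet the criteria of the set, had 58.1 and 38.5 CPM at HN and 106 and 64.4 CPM at LN. These are single libraries and 2 features named for their large change, which do not decide the question for the set.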
